# Estrogen Receptor Silencing Induces Epithelial to Mesenchymal Transition in Human Breast Cancer Cells

**DOI:** 10.1371/journal.pone.0020610

**Published:** 2011-06-21

**Authors:** Sanaa Al Saleh, Fahd Al Mulla, Yunus A. Luqmani

## Abstract

We propose the hypothesis that loss of estrogen receptor function which leads to endocrine resistance in breast cancer, also results in trans-differentiation from an epithelial to a mesenchymal phenotype that is responsible for increased aggressiveness and metastatic propensity. siRNA mediated silencing of the estrogen receptor in MCF7 breast cancer cells resulted in estrogen/tamoxifen resistant cells (pII) with altered morphology, increased motility with rearrangement and switch from a keratin/actin to a vimentin based cytoskeleton, and ability to invade simulated components of the extracellular matrix. Phenotypic profiling using an Affymetrix Human Genome U133 plus 2.0 GeneChip indicated geometric fold changes ≥3 in approximately 2500 identifiable unique sequences, with about 1270 of these being up-regulated in pII cells. Changes were associated with genes whose products are involved in cell motility, loss of cellular adhesion and interaction with the extracellular matrix. Selective analysis of the data also showed a shift from luminal to basal cell markers and increased expression of a wide spectrum of genes normally associated with mesenchymal characteristics, with consequent loss of epithelial specific markers. Over-expression of several peptide growth factors and their receptors are indicative of an increased contribution to the higher proliferative rates of pII cells as well as aiding their potential for metastatic activity. Signalling molecules that have been identified as key transcriptional drivers of epithelial to mesenchymal transition were also found to be elevated in pII cells. These data support our hypothesis that induced loss of estrogen receptor in previously estrogen/antiestrogen sensitive cells is a trigger for the concomitant loss of endocrine dependence and onset of a series of possibly parallel events that changes the cell from an epithelial to a mesenchymal type. Inhibition of this transition through targeting of specific mediators may offer a useful supplementary strategy to circumvent the effects of loss of endocrine sensitivity.

## Introduction

Frequent and unpredictable onset of an endocrine drug resistant phenotype continues to pose significant problems for long term management of breast cancer patients [1], [2]. Variously derived models of antiestrogen resistant cells have failed to highlight any single mechanism entirely responsible for this phenomenon [3]. Over-expression of tyrosine kinase receptors (RTKs) for a variety of other cellular mediators of proliferation has been frequently reported [3]–[5]. Convergence at downstream elements such as MAPK, pI3K, SRC and AKT (all gene symbols used in this report follow approved nomenclature as defined in the HUGO database; http://www.genenames.org/index.html) has been implicated in situations where the classical route via genomic estrogen response elements has become redundant. Bi-directional crosstalk between ER and RTK mediated signalling is implicated as a major route to endocrine resistance [6] with identification of several potential contributing factors including GATA3, GATA4, FOXp3, pAX2, NCOA3 and SRC members [7]–[9]. Endocrine resistance is generally characterised by accelerated growth and increased aggressive behaviour, and associated with morphological changes characteristic of cells undergoing epithelial-to-mesenchymal transition (EMT) [10]. Epithelial carcinoma cells may acquire a mesenchymal-like state to facilitate migration and invasion and undergo reversion (mesenchymal to epithelial transition; MET) to form organized tumourigenic nodules at lodgement sites. During EMT and MET, a bimodal communication exists between the host fibroblasts, extracellular matrix/basement membrane and the immune cells that involves a series of transcriptional re-programming steps requiring participation of several transcription factors including ZEB1/TCF8, SNAIL1, ZEB2, SNAIL2, E12/E47, FOXC2, GOOSECOID, and TWIST [11], [12]. A defining feature of EMT is the loss of the homotypic cell adhesion molecule E-cadherin (CDH1) and the occludins [13], [14] which together with claudins and tight junction proteins are integral components of adherens junctions forming the cohesive architecture of normal epithelia. This is very likely an initiating step for transition of breast tumours from a benign to an invasive state [15]–[17], leading to vascular metastasis [18]–[20]. Expression of the E-cadherin repressor proteins, SNAIL, TWIST, ZEB1 (EF1), LCN2 and KLF8 is increased in EMT, with concurrent loss of cytokeratins such as CK8, 18, and 19 and the appearance of N-cadherin (CDH12) and/or cadherin-11 [13], [14], [21] and most critically of vimentin (VIM), the archetypal mesenchymal marker that is over-expressed in breast carcinomas undergoing EMT and exhibiting increased cell migration and invasion [10], [22]. It is co-ordinately regulated together with other mesenchymal markers, such as the extracellular matrix molecule tenascin C [23], whose expression in human breast carcinomas correlates positively with ERBB2 over-expression and down-regulation of ER. Vimentin, along with fibronectin (FN1), is up-regulated by LCN2 [24] in contrast to E-cadherin and cytokeratins, Another EMT marker is AXL, which is a member of the TAM (TYRO-AXL-MER) receptor tyrosine kinases that share the vitamin K-dependent ligand growth arrest-specific gene 6 [21]. TAM family RTKs regulate a diverse range of cellular responses including cell survival, proliferation, autophagy, migration, angiogenesis, platelet aggregation, and natural killer cell differentiation [25]. HOX genes are also associated with tumour progression and have been implicated in many types of cancers including lung, prostate, ovarian, and endometrial cancer. Over-expression of HOXB7 in SKBR3 breast cancer cells was found to directly or indirectly regulate the expression of many angiogenic and growth factors, including bFGF, VEGF, interleukin 8, ANG1 and 2, and matrix metalloproteinase (MMP) 9, and resulted in formation of well-vascularized tumours when grown as xenografts in nude mice [26], [27]. HOXB9 has a similar effect leading to increased cell motility and acquisition of mesenchymal phenotypes [28]. Another mesenchymal/EMT marker is FSP1/S100A4 that has provided *in vivo* evidence implicating EMT in onset of metastasis [13], facilitated through activation of MMP9 and SPARC [14]. A family of more than 28 members, MMPs are up-regulated in nearly every tumour type and are intimately involved in cancer progression through cleavage and release of bioactive molecules that inhibit apoptosis and stimulate invasion, as well as through degradation of extracellular matrix (ECM) components that promote tumour cell growth [29].

In a recently established cellular model of endocrine resistance [30], we provided preliminary evidence suggesting that loss of ER function can result in trans-differentiation of the epithelial phenotype. There is already sporadic evidence, in the literature, of the association of some characteristics of EMT with ER status, particularly in the case of vimentin [31]. Several studies have examined gene expression profiles of ER+ve and ER-ve breast cancers [32] and performed microarray analyses on breast tissues in an attempt to sub-classify patients on the basis of their global pattern of gene expression [33]–[36]. Recently, expression profiling has been used to demonstrate a link between drug resistance and the adoption of an EMT phenotype in MCF7 cells [37]. Surprisingly however, phenotypic and transcriptome alterations in breast cancer cells secondary to ER silencing have hardly been explored. In this report we present data to show that induced loss of ER directly results in the development of EMT and provides a link between this process and endocrine resistance.

## Methods

### Cell lines

MCF7 and MDA231 human breast carcinoma cell lines, derived from the ATCC (American Type Culture Collection, VA, USA) were maintained at 37°C in a humidified atmosphere of 5% CO_2_ in DMEM supplemented with 10% foetal bovine serum (FBS), 600 µg/ml L-glutamine, 100 U/ml penicillin, 100 µg/ml streptomycin and 6 ml/500 ml 100 x non-essential amino acids (Invitrogen, CA, USA). Endocrine independent cell line pII was established by transfection of MCF7 with ER directed shRNA plasmid as described previously [30], [38]. Another transfected cell line designated E2 was established that had retained sensitivity to estrogen and tamoxifen (presumably as a result of failure to produce siRNA) and was used as an additional control.

### Transfections

Complementary oligos (synthesised by Eurogentec, Belgium) containing an ER directed shRNA sequence 5′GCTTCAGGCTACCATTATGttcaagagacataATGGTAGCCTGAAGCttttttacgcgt-3′ (ER sense and anti-sense shown in uppercase and intervening loop sequence and transcription termination sequences shown in lower case) were hybridised, purified and cloned into the Hind III/ Xho1 site of pSingle-tTS vector following the manufacturer's cloning protocol (Clontech, UK). Standard CaCl_2_ transformation into DH5α E coli was followed by plasmid isolation and purification using Qiagen mini kits (Qiagen, CA, USA). Transfection into MCF7 was performed using TransFast reagent (Promega, Southampton, UK) as per the manufacturer's protocol. Cell lines SY1.2 and SY2.5 were established from two G418 (1 mg/ml) resistant clones.

### Cell proliferation

Various numbers of cells from 10^4^–6.10^4^ were seeded into triplicate wells of 12-well plates and growth assessed over 4–6 days, following trypsinisation and resuspension in medium, by direct cell counting using a haematocytometer.

### Cell motility assay

Cells were grown to 80–90% confluency in 12 well plates. A scratch was made with a yellow eppendorf tip through the center of the monolayer. Detached cells were removed by gentle washing with PBS and fresh medium added. The width of the scratch was monitored by light microscopy after 24 and 48 h to determine the extent if any of cell migration into the scratched space.

### Phalloidin staining

Exponentially growing cells were washed with PBS, fixed for 5 min in 3.7% formaldehyde/PBS, washed in PBS, dehydrated with acetone and permeabilised with 0.1% Triton X-100 in PBS. After a further wash with PBS, cells were stained with phalloidin conjugate solution (50 mg/ml) in PBS containing 1% DMSO for 40 min, at room temperature. Unbound conjugate was removed by several washes with PBS before histological visualisation and photography using LSM 510 META confocal microscope (Carl Zeiss, Germany).

### Invasion through basement membrane extract

This assay was performed using 24-well cell invasion chambers from Trevigen (MD, USA) according to the manufacturer's instructions. Plates were equilibrated for 1 h at room temperature. Inserts were rehydrated by addition of 100 µl of warm (37°C) 1 x Rehydration Solution and incubated at 37°C for 1 h. Trypsinised pelleted cells were rinsed with wash buffer and re-suspended at 10^6^ cells/ml in serum free medium. Cells (100 µl) were added to the top chamber of each well. After incubation, the top chambers were aspirated and washed with 100 µl of warm wash buffer. The bottom chambers were also aspirated and washed twice with 500 µl wash buffer. Calcein AM solution (500 µl) was added to the bottom chambers and the unit re-assembled, followed by incubation at 37°C for 1 h. Chambers were disassembled and the plates read in a Fluroskan Ascent plate reader (Thermo-Electron Corporation, USA) at 520 nm emission with 485 nm excitation The number of cells migrating through the matrix was determined using a standard curve constructed with known numbers of pII cells.

### Agarose spot invasion assay

One or more agarose spots were made by pipetting 10 µl of sterile 0.5% molten low melting agarose (prepared in isotonic PBS) into wells of a 12-well plate and allowing to solidify for several minutes at 4°C. About 10^4^–10^5^ cells re-suspended in 1 ml DMEM were then pipetted into each well and left at 37°C for 24–48 h. During this time plates were periodically examined to monitor the penetration of cells into the agarose spot.

### Realtime quantitative PCR

Total cellular RNA was extracted from frozen cell pellets using the RNeasy kit (Qiagen, USA) according to the manufacturer's protocol, and 2 µg (in 20 µl) converted to cDNA using a high capacity cDNA reverse transcriptase kit (Applied Biosystems, CA, USA). Quantitative realtime PCR was performed on 1 µl cDNA using a standard multiplexed TaqMan PCR kit protocol [manufacturer proprietary primer/probe mixes: FAM/TAMRA labelled target was combined with Joe labelled normaliser actin gene] to determine expression of ER, keratin 19, E-cadherin, N-cadherin, fibronectin, vimentin, plasminogen activator-urokinase (PLAU) and CD68 and actin. The 20 µl reactions were performed in a 96-well plate on an Applied Biosystems 7500HT Sequence Detection System by incubation at 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 1 min. The raw threshold cycle (CT) values were analysed by the ΔΔCt method using the spreadsheet developed by Pfaffl [39] to determine normalized expression ratios of target genes.

### Microarray analysis

High quality RNA prepared from MCF7 and pII cells with array grade RNA extraction kit from SABiosciences (MD, USA) was converted to cDNA using the Affymetrix One-Cycle cDNA Synthesis Kit (Affymetrix Technologies, CA, USA). *In vitro* transcription and hybridization in triplicate for each cell line onto Affymetrix Human Genome U133 plus 2.0 GeneChips were performed as previously described [40]. All samples passed the Affymetrix quality control algorithm. The Cel files from each sample were exported to Partek Genomics Suite V 6.5 for RMA background correction, quantile normalisation with GC content adjustment (Partek Incorporated, St Louis, Missouri). ANOVA *p* value for differentially expressed genes was set to 0.05 or less. Gene Ontology (GO) Enrichment Analysis and Visualization tool (Gorilla) was used to determine Gene Ontology categories (http://cbl-gorilla.cs.technion.ac.il/). Functional analysis was performed on the entire data set with the Ingenuity Pathways Analysis (IPA) package (Ingenuity Systems; http://www.ingenuity.com). This programme works by mapping the average gene expression of transcripts to hypothetical networks available in the Ingenuity database and ranks them by a score that indicates the likelihood of the genes in a network being found together due to random chance. In addition, the data was mined for genes with specific functional relevance to endocrine function, metastasis and EMT by manual selection. All the Affymetrix raw data is MIAME compliant and has been deposited in a MIAME compliant database GEO, as detailed on the website: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE27473.

### Statistical analyses

Means of experimental groups were compared with those of other experimental groups or controls using the student's t-test. Statistical significance was assumed at *p* values ≤0.05.

## Results

### Cell morphology and proliferation

MCF7 cells typically grow as closely packed colonies forming sheet–like monolayer structures upon achieving confluency. In contrast, pII cells showed distinct morphological differences under the same growth conditions, as illustrated in Fig. 1, assuming a generally smaller more variable elongated and spindle or sometimes round shape, growing near to each other but forming loosely associated colonies of cells even at high density. Figure 1 panel C shows a quantitative analysis of the size/shape parameters of the two cell lines using ImageJ software. Time lapse photography showed that pII cells assumed a roundish appearance prior to cell division and then separated from each other whereas MCF7 cells remained together (data not shown). pII exhibited about 50% faster growth rates than MCF7 (Fig. 1D).

**Figure 1:**
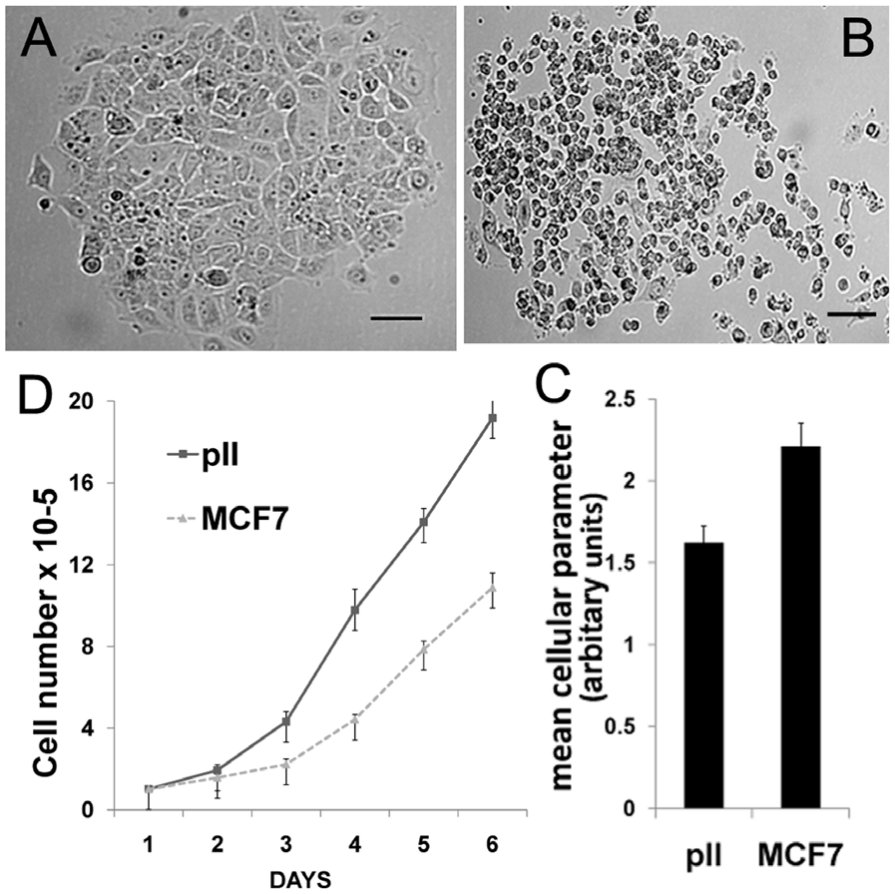
Morphology and growth rates of MCF7 and pII cells. Panels A and B: Phase-contrast optical photomicrographs of single colonies of MCF7 and pII respectively. Scale bar represents 100 µm. Panel C: Cell shape analysis was performed using an ImageJ freeware package; histograms show mean cell parameter ± SEM of 4 independent determinations quantifying morphological differences between MCF7 and pII cells (p < 0.04). Panel D: Equivalent numbers of MCF7 and pII cells (10^4^) were seeded into 12-well plates and grown over 6 days. Cells were harvested from triplicate wells on the days indicated and growth determined by cell counting. Differences at days 4, 5 and 6 were significant with *p*≤0.0001.

### Motility

A pre-requisite for tumour cells to become invasive is loss of cell-cell adhesion to allow them to become more motile. We tested the ability of MCF7 and pII cells to move into a space created through an approximately 80% confluent monolayer as described in Methods. Although movement of some cells into the space could be seen after about 8 h accurate measurements could only be recorded from about 24 h. Observations made at longer periods do introduce additional complication that proliferation of cells that have moved into the scratch could contribute to the total number of cells seen within the scratch. The use of low serum in the medium is likely to minimise this effect, but at the same time it does reduce the movement of the cells to some extent, compared to normal serum conditions (data not shown). Another option sometimes employed is to use a mitotic inhibitor such as mitomycin C but this was not done in case this also affected motility. These considerations aside, we noted a significant reduction in the width of the scratch for pII as compared to both MCF7 and E2 cells indicating that pII cells had moved laterally into the space to a far greater extent. The change in the width of the scratched region from 0 to 24 and 48 h is displayed in Fig. 2. The ER -ve MDA231 cells behaved similarly to the pII, moving into the scratched space.

**Figure 2:**
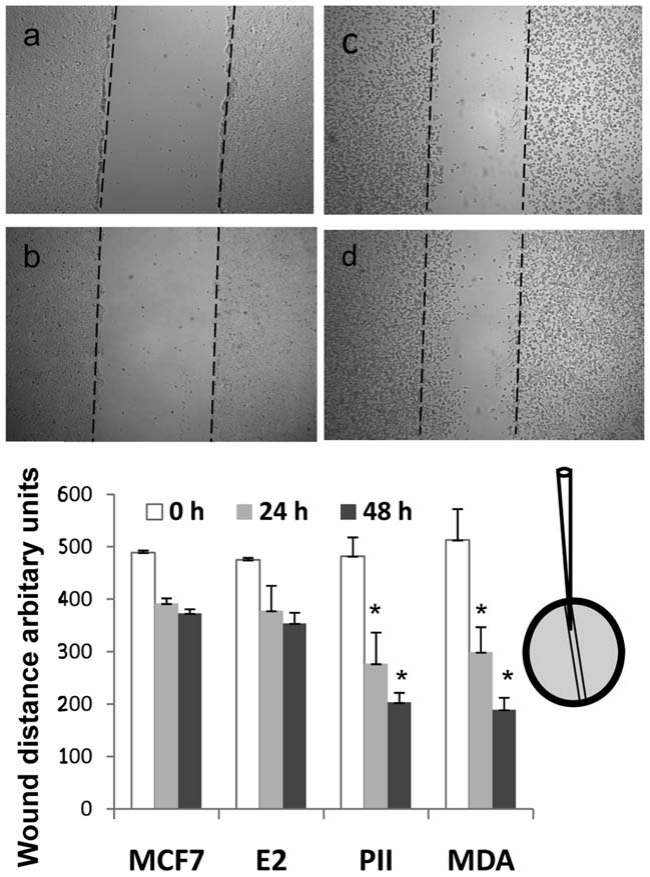
Motility assay of MCF7, pII and MDA231. Cells were plated into individual wells of a 6 well microwell dish and allowed to grow to ∼80% confluency. A scratch was made across the centre of the cell monolayer with a yellow eppendorf pipette tip (as shown in cartoon) creating a parallel space. Damaged cells were removed by carefully aspirating off the medium and rinsing with PBS before addition of fresh medium containing 2% serum. Upper panels show comparative microscopic view of MCF7 (a–b) and pII (c–d) cells in the scratched area at 0 time (a, c) and after 24 h [b, d] for a typical experiment. Chart shows the combined quantitated results from 3 independent experiments for the cell lines indicated. Histobars represent the mean [± standard deviation] width of the original scratch space at 0, 24 and 48 h. Wound closure indicates movement of cells into the scratch. *Significantly different from MCF7 cells at respective times with *p*≤0.006.

### Distribution of the actin cytoskeleton

Following staining with phalloidin, pII cells exhibited an extensive and complex array of F-actin-rich structures that may represent lamellipodia and microspikes at the cell periphery, a phenomenon generally referred to as membrane ruffling. On the other hand, MCF7 cells showed a more regular distribution of F-actin filaments throughout the cells with no extensive membrane ruffling (Fig. 3).

**Figure 3:**
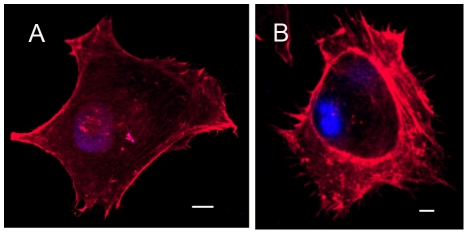
Confocal laser scanning microscope analysis of individual MCF7 (A) and pII (B) cells showing differences in both intensity and arrangement of F actin filaments visualised by phalloidin staining as described in Methods. Microspikes and lamellipodia-like structures are visible in the pII cells. Both photographs were enhanced equally by auto-contrast in Adobe Photoshop. Scale bar indicates 10 µm.

### Cell invasion

Invasion of cancer cells through the basement membrane into the extracellular matrix (ECM) is an essential step in cancer metastasis. In this assay, both pII and MDA231 demonstrated the ability to pass through the BME, indicated by fluorescent signals from the invading cell population in the bottom chamber of the cell invasion plate. In comparison, the fluorescent signal from the medium in the lower chamber for MCF7 was very low indicating that these cells were limited in their ability to penetrate through the BME (Fig. 4). Polysaccharides also constitute a major structural part of the ECM. Therefore we assessed the ability of the cells to invade through this component using the agarose spot assay described by Wiggins and Rappoport [41]. MCF7 cells were seen to accumulate at the agarose junction but did not enter the agarose. Even after 72 h when the cells were extremely confluent, they simply piled up against the agarose and were clearly unable to enter it. In sharp contrast, the pII cells were seen to penetrate into the agarose spot and accumulate in increasing numbers as time progressed, as illustrated in Fig. 5. These movements were observed irrespective of whether there was high or low initial density of pII cells at the agarose periphery.

**Figure 4:**
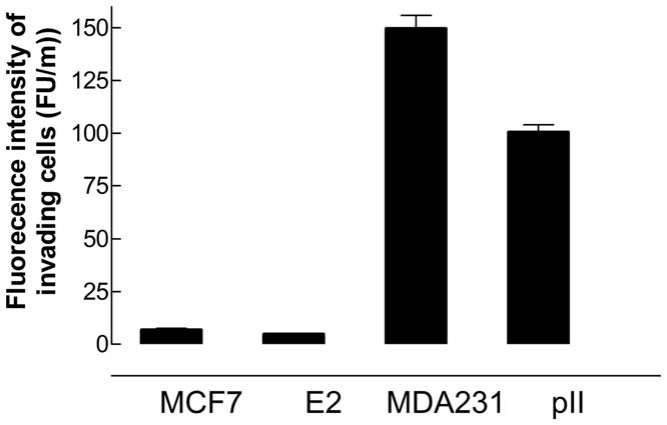
Invasion assay of MCF7, E2, pII and MDA231 cells through simulated ECM protein components. Cells were plated into the upper chambers of the cell invasion plate and incubated for 48 h prior to measurement of the fluorescence intensity of the invading cells in the bottom chambers. MCF7 and E2 cells were considered non-invasive (<20 FU/m), whereas pII and MDA231 cells progressively invaded the BME (>100 FU/m). Histobars represent the mean ± SEM of at least 3 independent determinations of the fluorescent intensity of the invading cells in the bottom chamber. This experiment was performed three times with similar outcome. pII and MDA231 significantly different from MCF7 with *p*<0.0001.

**Figure 5:**
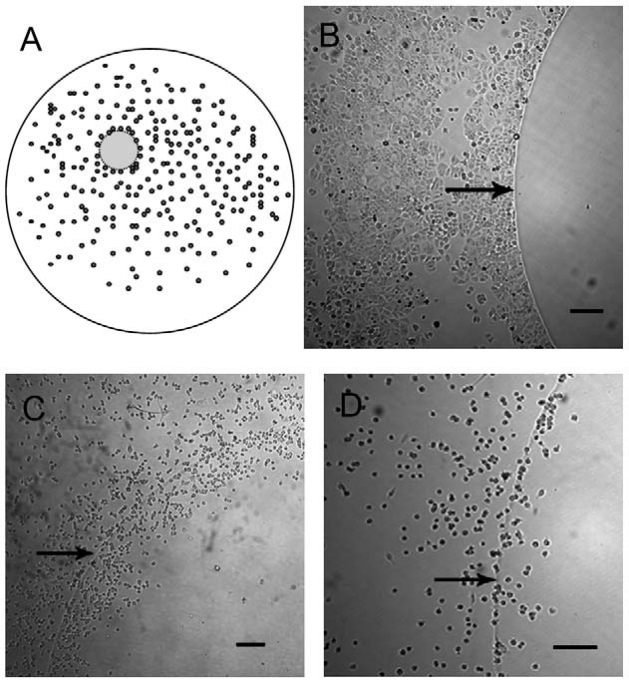
Agarose spot assay. Panel A is a cartoon to illustrate agarose spot inside well with cells added some of which settle around the periphery. MCF7 (B) and pII (C, D) cells were plated into individual wells of a 12 well dish containing an agarose spot, and photographed after 24 h of incubation. MCF7 cannot penetrate even at high density whereas pII do so even at very low density (D). Arrows delineate the periphery of the agarose spot beneath. Scale bar represents 400 µm. This experiment was repeated at least ten times with identical outcome. The numbers of pII cells entering the agarose varied with density of cells settling at the periphery, and time.

### Transcriptome profiling

EMT and related therapeutic resistance are complex biological processes, likely to involve participation of many genes, and may be addressed by the use of an unbiased method such as microarray. To that end, we utilized the Affymetrix GeneChips in an attempt to decipher transcriptomic alteration secondary to ER silencing. 

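ESR1, the gene of the estrogen receptor (ER), stood at 12.23 ± 0.02 in MCF7 and 4.40 ± 0.06 in pII (log2 value, mean ± SD, n = 3 arrays each), which is at least 67.6-fold lower in pII and a log2 change of -7.83 (SE 0.07, adjusted p = 2.87e-12 from limma). On the pII arrays it read at or under the level of genes that breast cells do not use. The mean of its 9 probe sets, of which 4 were at or under background in both lines, had a log2 change of -1.62. MCF7 is an ER positive breast cancer line, and pII is the line made from it by transfection with a plasmid that expresses a short hairpin RNA against the ER. Total RNA of both lines was hybridised to Affymetrix U133 plus 2.0 arrays, 3 per cell line, and the 6 arrays make up the whole comparison. The labels call the 3 arrays of a line biological replicates without saying whether the cultures were separate, so the p-values measure the spread between these samples. The authors made the deposited log2 values from the scanner files with RMA in Partek 6.5, with quantile normalisation and a GC content adjustment, and no depth applies to them. Of the probe sets, the units in which the array measures transcripts, 54613 were tested after 62 Affymetrix controls were left out. Arrays of a line correlated at 0.994 to 0.998 and arrays of different lines at 0.896 to 0.901 (Pearson's r across probe sets, which are not independent replicates). From these values a linear model (limma) was fitted to pII minus MCF7, with Benjamini-Hochberg adjustment over all probe sets tested. A gene was represented by the probe set with the highest mean over the 6 arrays among those annotated to that gene alone, which gave 19775 genes. The background level of an array was the 95th percentile of 191 probe sets of olfactory and taste receptors and hair keratin-associated proteins, and it lay between 5.98 and 6.37. Where a gene was at or under it on every array of a line, the fold is a lower bound, the mean of the brighter line against the higher of the background level and the gene's own value. AXL, LDHB, CLDN7, CNKSR1, HOXB7 and SMAD6 were so on 2 arrays of the lower line and DUSP6, ITGB4, LYN and ST14 on 1, and their changes are fitted values near background. The number of arrays limits the precision of every value.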

GO analysis has emerged as a powerful tool aimed at organizing gene expression data into a meaningful output associated with biological processes [42]. Using Anova *p* value set at <10^−6^ as the representative for the ranked and differentially expressed genes between MCF-7 and pII cells, nine GO terms emerged as the most significant biological processes disregulated upon ER silencing (Fig. 6). Consistent with higher growth rate and the altered morphology seen in pII cells, anatomical structure morphogenesis (GO:0009653), regulation of cell proliferation (GO:0042127) and cellular adhesion (GO:0022610 and GO:0007155), were among the most significant GO terms altered after silencing ER. Moreover, Fig. 7 shows that the majority of deregulated genes coded for plasma membrane associated or extra-cellular proteins (GO:0005886 and GO:0005576 respectively). 

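Genes of cell junctions were mostly lower in pII. Of 19 measured genes of tight junctions, 14 fell, 3 rose and 2 did not pass the test, and of 12 genes of desmosomes 10 fell, 1 rose and 1 did not pass. Of the 10 desmosome genes that fell, 8 were above background on an MCF7 array, and 3 of the 12 were at or under background in both lines. The claudin CLDN7 was 11.7-fold lower, MARVELD2, a protein of tricellular tight junctions, was at least 21.6-fold lower, and PPL, the desmosomal plaque protein periplakin, was at least 25.6-fold lower, while DSG2, a desmosomal cadherin, rose 1.81-fold. Of 10 genes of adherens junctions 6 fell, 1 rose and 3 did not pass; NECTIN3, an adhesion molecule of the immunoglobulin family, was the member that rose, 3.05-fold. Of 30 genes of DNA replication and mitosis 17 rose, 5 fell and 8 did not pass, with a median log2 change of 0.27; CDC20, an activator of the anaphase-promoting complex, rose 1.93-fold and PLK1, a mitotic kinase, fell 1.64-fold. With limma's per gene test, adjusted over the list alone, the counts were 14 lower and 3 higher for tight junctions, 10 and 1 for desmosomes, 6 and 1 for adherens junctions, and 5 and 17 for proliferation. Against all other genes (camera with a preset correlation, adjusted over 29 lists), tight junction genes were lower with adjusted p = 1.05e-04 and desmosome genes with adjusted p = 0.00174, and proliferation genes were higher with adjusted p = 0.00695. With an estimated correlation these calls were lost, at adjusted p = 0.0594, 0.14 and 0.14, and adherens junction genes did not pass either test, at adjusted p = 0.0596 and 0.201 with an estimated correlation. Adherens junction genes passed with adjusted p from 0.000229 to 0.0482 under 5 alternatives (limma's camera). When the arrays were shifted to their spike-in controls, 9 proliferation genes were higher and 4 lower, and the list no longer passed (adjusted p = 0.287 by limma's camera). The lists share members with Tables 3 and 4, whose directions come from these same samples. The tight junction list holds CLDN3, CLDN4, CLDN23, OCLN and TJP3, and the desmosome list DSP, JUP and DSC2. The adherens junction list holds CDH1 and CDH3, and the proliferation list CCNE2. So these counts and tests are not wholly independent evidence. The gene sets of the GO terms were not used here. The paper relates its GO terms for morphogenesis, proliferation and adhesion to the higher growth rate and changed shape of pII cells.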

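Among receptor tyrosine kinases, proteins of the plasma membrane, members moved both ways: of 32 measured, 9 rose, 14 fell and 9 did not pass the test. AXL, the receptor of GAS6, rose by 6.95 on the log2 scale; it read 7.23 on the third MCF7 array against 5.16 and 5.25 on the others, which are under background, and without that array the change was 7.62. RET, the receptor of GDNF family ligands, fell at least 14.7-fold, and EPHA2, an ephrin receptor, rose 14.4-fold. Of 18 integrin subunits, which bind cells to the matrix, 6 rose, 2 fell and 10 did not pass. ITGA6 rose 5.06-fold, and ITGB4, its partner in hemidesmosomes, fell 15.5-fold, though its probe set with a plain identifier, at or under background in both lines, had a log2 change of -0.05 and did not pass. Adjusted over the list alone (limma), 10 kinases were higher and 14 lower, and 6 integrins higher and 2 lower. At or under background in both lines were 8 of the kinases and 7 of the integrins. Neither list stood apart from the other genes as a whole, with adjusted p = 0.411 for the kinases and 0.094 for the integrins (limma's camera with a preset correlation). The kinases include AXL of Table 3 and the EGFR, FGFR and ERBB genes of Table 1, and the integrins ITGA3 and ITGB1 of Table 4. The directions in those tables come from these same samples. The gene sets of the GO terms for cellular components were not used here.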

The complete gene lists and analyses have been submitted (to ) and will be available on Gene Expression Omnibus website (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE27473).

**Figure 6:**
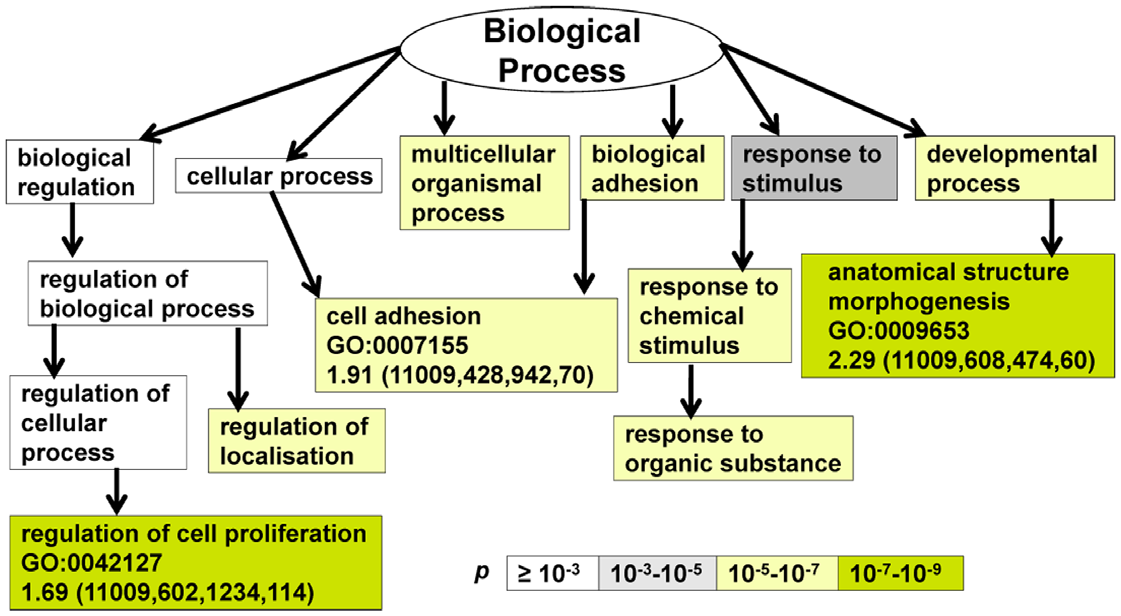
Biological processes affected by ER silencing. GO terms most significantly affected or disrupted secondary to ER silencing. Each GO term is boxed in a rectangle and shaded according to the *p* value as indicated. Enrichment (N, B, n, b), where indicated is defined as (b/n)/(B/N), where N - is the total number of genes, B - is total number of genes associated with a specific GO term (‘target’ set and ‘background set’), n - is number of genes in the ‘target set’, b - is number of genes in the ‘target set’ associated with a specific GO term.

**Figure 7:**
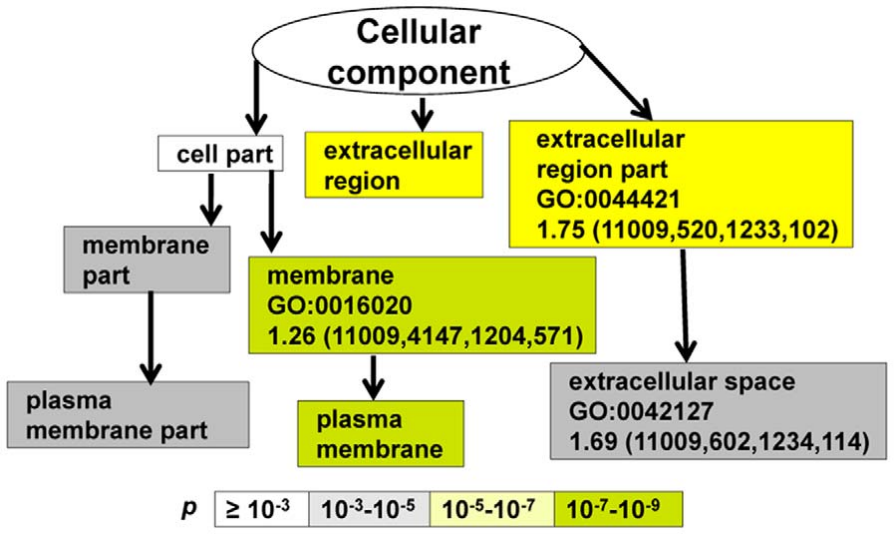
Cellular components affected by ER silencing. See legend to Figure 6.

To look specifically at deregulated intracellular signalling pathways, we searched the entire unselected dataset using the Ingenuity Pathway Analysis (IPA) programme with specific reference to pathways associated with metastasis and invasion. We found that a number of changes had occurred in gene networks whose products have been implicated in cell to cell interactions and in cell motility. The majority of genes currently known to be involved in cellular interactions particularly those with functions associated with the extracellular space were up-regulated in pII cells (Fig. S1). 

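Members of 3 lists, of matrix proteins, of extracellular proteases and inhibitors, and of cytokines, rose more often than they fell in pII. Of 28 measured collagens and laminins, which build the extracellular matrix, 15 rose, 2 fell and 11 did not pass the test; LAMB3, a laminin chain, was at least 18.9-fold higher, COL8A1 was at least 2.17-fold higher, and COL18A1 fell 2.96-fold. Of 27 extracellular proteases and inhibitors 14 rose, 8 fell and 5 did not pass. PLAT, tissue plasminogen activator, was at least 8.88-fold higher, CTSZ, a lysosomal and secreted cathepsin, was at least 5.55-fold higher, and ST14, the epithelial protease matriptase, fell 10.7-fold. Of 22 cytokines and chemokines 13 rose, 2 fell and 7 did not pass. The neutrophil attractants CXCL2 and CXCL8 were at least 29.9-fold and at least 39.6-fold higher, IL1B was at least 24.8-fold higher, and CXCL16 was at least 9.74-fold lower. With limma's adjustment over the list alone the counts were 15 higher and 2 lower, 14 and 8, and 13 and 2. Of the members that rose, 13, 13 and 12 were above background on a pII array, and 10, 7 and 7 members were at or under background in both lines. The collagens and laminins had a median log2 change of 0.87. It was 0.03 with genes at or under background at their bound, or at 0 where there is none. Against all other genes the lists were higher with adjusted p = 5.67e-05, 0.00982 and 6.16e-05 (limma's camera with a preset correlation). These calls were lost at adjusted p = 0.0615, 0.166 and 0.0592 with an estimated correlation. The protease list also lost its call over probe sets with a mean above background (adjusted p = 0.118). The lists share members with Tables 3 and 4, whose directions come from these same samples. The first holds every collagen of Table 4. The second holds MMP1, MMP14, TIMP1, PLAU and PLAUR, listed as higher, and MMP9 and MMP15, listed as lower. The third holds CXCL1. So their counts and tests are not wholly independent evidence. The lists are not the genes of Fig. S1, which were not used here.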

The behaviour of genes involved in cell movement and adhesion was even more striking (Fig. S2), with all but two identified genes being up-regulated in pII. 

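Of 33 measured genes of the actin cytoskeleton and cell movement, 25 rose in pII, 5 fell and 3 did not pass the test. The actin-binding proteins caldesmon (CALD1) and calponin 3 (CNN3) were at least 39.9-fold and at least 49.9-fold higher, and RAC2, a GTPase of membrane ruffling, was at least 36.6-fold higher. MYL9, a myosin light chain, stood at 4.38 ± 0.32 in MCF7 and 9.56 ± 0.48 in pII (mean ± SD of log2 values, n = 3 arrays each). The members that fell were RDX, MYH10, TPM1, ARPC1B and PFN2, with log2 changes from -1.57 for the tropomyosin TPM1 to -0.28 for the profilin PFN2; RDX, MYH10, ARPC1B and PFN2 were named after their values were seen. Adjusted over the list alone (limma), 26 were higher and 5 lower. The list was higher than the other genes with adjusted p = 6.86e-08 by limma's camera with a preset correlation and adjusted p = 0.0282 with an estimated correlation. The list was written from textbook knowledge, but it shares MSN, CALD1, CAPG and PLEK2 with Table 3. The directions in that table come from these same samples, so the count and the test are not wholly independent evidence. The genes of Fig. S2 were not used here.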

For more focussed analysis, a reductive process was used to restrict the data by imposing an arbitrary cut-off level of significance (*p*<10^−5^) and limiting consideration to sequences exhibiting geometric fold changes ≥3 and excluding those with no specific structural or functional assignment or were anonymous or had only chromosomal location. This left 2500 identifiable unique sequence differences between MCF7 and pII mRNA. Of these, approximately 1270 genes were comparatively up-regulated and the remainder down-regulated in pII. 

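At the stated thresholds, an unadjusted p under 1e-05 and a change of at least 3-fold, 2289 genes differed between the lines by limma, 1119 higher in pII and 1170 lower. Among the 10 genes with the largest fitted rises were PLS3, the actin bundling protein plastin 3, BCAT1, an enzyme that breaks down branched chain amino acids, and IL13RA2, a decoy receptor of interleukin 13, which were at least 119-fold, at least 77.8-fold and at least 67.5-fold higher; the others were PDGFC, SRGN, GPX1, EMP1, ADAMTS6, LDHB and CALD1. PLS3 read 5.37 on the third MCF7 array against 4.27 and 4.25 on the others. Among the 10 with the largest fitted falls were DSCAM-AS1, a noncoding RNA of ER positive breast cells, and MAL2, a protein of apical transport, which were at least 156-fold and at least 131-fold lower; the others were TFF1, CDH1, ESR1, AGR2, SULF2, ABAT, CLIC3 and PCDH10. All of these were at or under background in the lower line, LDHB on 2 of 3 MCF7 arrays and the others on every array, so the values do not rank them. Of the genes at these thresholds, 646 of those higher in pII were at or under background on every MCF7 array and 596 of those lower were so on every pII array, including 33 genes that were so in both lines. At adjusted p under 0.05 with no fold threshold, 4725 genes were higher, 6015 lower, and 9035 did not pass. In 62.4% of the 19775 genes the ranges of the 3 MCF7 and 3 pII arrays did not overlap, against 10% by chance. The array methods name an ANOVA p value, which for 2 groups is that of an equal-variance comparison of means and is called the methods' t-test here. It gave 1315 genes at the same thresholds, 596 higher and 719 lower, and 2295 genes of at least 3-fold after Benjamini-Hochberg adjustment at 0.05. Counted as probe sets, 2151 passed the same thresholds with the methods' t-test and 4604 with limma.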

The ER regulated genes, PGR, CATHD and TFF1 and TFF3 as well as PRLR were predictably reduced. 

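All 5 genes named here fell in pII. TFF1, a secreted trefoil peptide and classic ER target, stood at 13.86 ± 0.01 in MCF7 and 5.37 ± 0.32 in pII, and TFF3 at 9.83 ± 0.06 and 5.34 ± 0.11 (mean ± SD of log2 values, n = 3 arrays each). This is at least 209-fold lower for TFF1 and at least 12.8-fold lower for TFF3. PGR, the progesterone receptor, was at least 5.4-fold lower and PRLR, the prolactin receptor, at least 22-fold lower. CTSD, the lysosomal protease cathepsin D, kept a level above background and fell 2.36-fold, with a log2 change of -1.24 (SE 0.16, adjusted p = 6.37e-05 from limma). The paper gives their direction from these same samples, so their count is not independent evidence; 5 were also lower when adjusted over the list alone. A wider list of 27 measured genes that estrogen induces in breast cancer cells, written without regard to these samples and sharing PGR, CTSD, TFF1 and TFF3 with the paper's, had 27 members lower and 0 higher (27 lower adjusted over the list alone). Among them AGR2, a protein disulfide isomerase, was at least 83.6-fold lower, and GREB1, a cofactor of the ER, fell 31.5-fold. The list was lower than the other genes with adjusted p = 2.85e-13 by limma's camera with a preset correlation and adjusted p = 0.0282 with an estimated correlation.

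**Figure D1:**
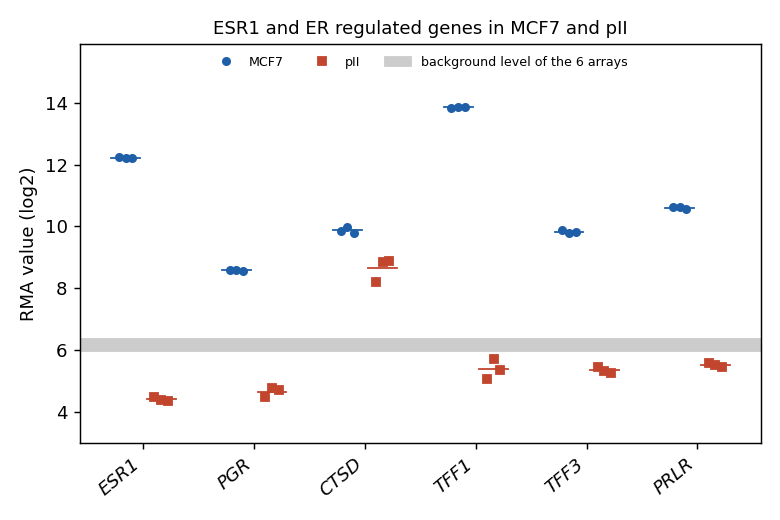
RMA values (log2, y axis) of ESR1 and 5 genes the paper names, each point 1 array, with lines at the means of the 3 MCF7 (circles) and 3 pII (squares) arrays and a grey band over the background levels of the 6 arrays. All 3 pII arrays lie under all 3 MCF7 arrays for every gene, and only CTSD stays above the band in pII.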

Amongst growth factors and their receptors, differences were observed between family members with the majority being higher in pII (Table 1). 

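Of the 18 growth factors and receptors listed as higher in Table 1, 16 rose in pII and 2, TGFB1 and TGFBR1, did not pass the test. PDGFC, a platelet-derived growth factor, was at least 77.2-fold higher, TGFBR2, the type II receptor of TGFβ, at least 46.8-fold higher and CCN2 (CTGF), a matricellular protein, at least 38.9-fold higher. EGFR rose from 7.33 ± 0.19 to 11.14 ± 0.42 (mean ± SD of log2 values, n = 3 arrays each), which is 14-fold, and FGFR1 rose 2.27-fold. TGFB1 had a log2 change of -0.25 (adjusted p = 0.446, limma) and TGFBR1 of -0.20 (adjusted p = 0.0603, limma). Of the other probe sets of TGFBR1, which read lower, both passed in the opposite direction, with log2 changes of 1.69 and 0.36. Of the 8 listed as lower, 7 fell. ERBB3, a receptor of neuregulins, was at least 40.1-fold lower, FGFR3 at least 6.13-fold lower, and ERBB2 fell 2.7-fold. FGFR2 had a log2 change of -0.23 (adjusted p = 0.147, limma), and -2.40 at another of its probe sets, which passed. The paper's directions for both lists come from these same samples, so the counts are not independent evidence of direction. Adjusted over the list alone, 16 of the first were higher and 1 was lower (TGFBR1), and 7 of the second were lower. At the paper's thresholds of p and fold, 12 of the first were higher and 6 of the second lower.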

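Of the markers of Table 2, 6 of 6 measured luminal markers fell and 10 of 10 measured basal markers rose in pII, with the entry CD44,5 read as CD44; LAMC2 was not analysed here. CD5, which that entry can also be read to name, fell from 6.57 ± 0.11 to 6.28 ± 0.14 (adjusted p = 0.0309, limma). XBP1, a transcription factor of the unfolded protein response, went from 12.98 ± 0.03 in MCF7 to 10.82 ± 0.08 in pII (mean ± SD of log2 values, n = 3 arrays each), and MAPT, the microtubule protein tau, fell 2.21-fold. ETS1, a transcription factor of invasive cells, was at least 43.2-fold higher. CAV1, the coat protein of caveolae, rose 61.7-fold, CAV2 rose 3.69-fold, ANXA1, annexin A1, rose 55.2-fold, and LYN, a kinase of the SRC family, rose 8.23-fold. The directions in Table 2 come from these same samples, so this is not independent evidence. Adjusted over the list alone by limma, 6 and 10 passed, and 5 and 10 did at the paper's thresholds of p and fold. In a list of 17 measured regulators of luminal cells, which shares GATA3 and XBP1 with the table, 17 fell and 0 rose (17 lower adjusted over the list alone). ESRP1, a splicing regulator of epithelial cells, was at least 26.7-fold lower, and GRHL1 and GRHL2, grainyhead transcription factors, at least 15.5-fold and at least 21.7-fold lower. That list was lower than the other genes with adjusted p = 1.70e-10 by limma's camera with a preset correlation, a call lost at adjusted p = 0.0562 with an estimated correlation. Of 4 basal keratins measured, 0 were higher, KRT15 and KRT16 were lower, and KRT5 and KRT14 did not pass; KRT5, KRT14 and KRT16 were at or under background in both lines (adjusted over the list alone 2 lower, camera adjusted p = 0.489).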

We also noted a clear distinction in expression of luminal and basal cell markers that have been identified as such in breast tumours [35] with the latter being consistently higher in pII (Table 2). We also looked for genes reported to be associated with invasion and metastasis (Table 3). Typical examples of pII up-regulated genes included vimentin and N-cadherin, fibronectin and tenascin C, WNT3, WNT5A and WNT5B, SMAD 3 and 4 and signalling molecules such as AKT and ZEB1, with concurrent decrease in E-cadherin, SMAD 1 and 6, keratin 7 and HOX genes. 

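Of the 32 measured genes listed as higher in Table 3, 28 rose in pII and 4 fell. TNC, tenascin C, was at least 53-fold higher and WNT5A and WNT5B were at least 11.7-fold and at least 5.52-fold higher. FN1, fibronectin, rose 7.21-fold, and SMAD3 and SMAD4, which carry TGFβ signals, rose 4.92-fold and 1.91-fold. The members that fell were AKT2, with a log2 change of -0.30, CNKSR1 (-1.53, a fitted value, with 2 pII arrays at or under background), TIMP3 (-1.63) and SAT1 (-1.29). AKT2 has 1.49 at another probe set that reads nearly as high (adjusted p = 3.17e-08, limma), and without MCF7 replicate 2 or pII replicate 2 its call was lost, with -0.25 for both. CDH12, the gene the paper's introduction gives for N-cadherin, went from 3.68 ± 0.00 to 5.63 ± 0.20 (mean ± SD of log2 values, n = 3 arrays each, adjusted p = 5.12e-08, limma), at or under background in both lines. CDH2, the gene usually called N-cadherin, was also at or under background in both, with a log2 change of -0.07 (adjusted p = 0.558, limma). WNT3, AKT3, TMEFF1, SERPINE1, F11R and HIST1H4 were not analysed here. Of the 15 genes listed as lower, 14 fell. NEDD9, a scaffold of focal adhesions, was at least 10.7-fold lower, BMP7, a bone morphogenetic protein, at least 23.7-fold lower, and SMAD1 and SMAD6 fell 2.47-fold and 4.53-fold, though with a plain identifier SMAD6 had a log2 change of 0.026 and did not pass. KRT7 rose, from 8.22 ± 0.13 to 9.36 ± 0.11, while its probe set with a plain identifier had -0.17 and did not pass. Of 28 measured HOX genes 9 fell, 4 rose and 15 did not pass, and 14 were at or under background in both lines; over probe sets with a mean above background 5 fell and 5 rose of 10. HOXB7 fell 8.03-fold, HOXC13 was at least 4.22-fold lower, and HOXB3 and HOXD4 were at least 3.55-fold and at least 3.02-fold higher. The directions in Table 3 come from these same samples, so the counts are not independent evidence. Adjusted over the list alone (limma), 28 of the first list were higher, 14 of the second lower, and 9 HOX genes lower and 5 higher. At the paper's thresholds of p and fold, 26 of the first were higher and 1 lower, 11 of the second lower, and 3 HOX genes lower and 3 higher.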

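Of 39 measured epithelial markers of Table 4, 33 fell in pII, 2 rose and 4 did not pass the test, with CDH11, which stands in both columns, among those that fell. Of 41 mesenchymal markers 32 rose, 3 fell (GATA3, XBP1 and CDH11) and 6 did not pass. CD42, catenin and 4 protocadherins of the table, whose gene its names leave open, were not analysed here. CDH1, E-cadherin, went from 12.81 ± 0.04 in MCF7 to 4.39 ± 0.15 in pII, which is at least 101-fold lower, and the keratins KRT8, KRT18 and KRT19 fell 9.23-fold, 6.36-fold and 19.2-fold (mean ± SD of log2 values, n = 3 arrays each). CLDN3, a claudin of tight junctions, was at least 57.2-fold lower and MUC1, a transmembrane mucin, fell 14.7-fold. VIM, vimentin, went from 7.78 ± 0.98 to 14.41 ± 0.03, a rise of 99.3-fold (adjusted p = 8.50e-08, limma); it read 8.91 on the third MCF7 array against 7.15 and 7.28 on the others, and without that array its log2 change was 7.20. PLAU, urokinase, SPARC, a matricellular protein, and NT5E (CD73), an ectonucleotidase, were at least 63.7-fold, at least 27-fold and at least 47.9-fold higher. The 4 epithelial markers that did not pass were CDH5, CDH10, CDH16 and CDH19, and the mesenchymal ones were CD99, CDH8, PCDH7, PCDH18, NCAM2 and ACTA2; 7 epithelial and 7 mesenchymal markers were at or under background in both lines. The directions in Table 4 come from these same samples, so the counts are not independent evidence. Adjusted over the list alone by limma, 32 of 38 epithelial were lower and 32 of 38 mesenchymal higher, in lists without GATA3 and XBP1 as mesenchymal and without CDH11. At the paper's thresholds of p and fold, 25 of the epithelial were lower and 26 of the mesenchymal higher. In a list of genes of the epithelial state, which shares MUC1 and CD24 with the table, 22 of 22 measured were lower and 0 higher, with RAB25, a GTPase of vesicle recycling, at least 38.5-fold lower. That list was lower than the other genes with adjusted p = 2.54e-13 by limma's camera and adjusted p = 0.0495 with an estimated correlation. In a list of the mesenchymal state, which shares VIM, FN1, SPARC and others with the table, 24 of 36 were higher, 3 lower (CDH11, RECK and TWIST1) and 9 did not pass (camera adjusted p = 4.63e-09, lost at adjusted p = 0.0562 with an estimated correlation). Adjusted over the list alone, 22 of the first were lower and 24 of the second higher. At or under background in both lines were 1 of the first and 9 of the second. Of 7 keratins of simple epithelium 6 were lower and 1, KRT7, higher (adjusted over the list alone 6 and 1, camera adjusted p = 0.0129, lost at adjusted p = 0.14 with an estimated correlation and at 0.0529 and 0.0617 with either filter on dim probe sets). Of the 6, 4 were above background on an MCF7 array, and 2 of the 7 were at or under background in both lines. KRT7, KRT8, KRT18 and KRT19 of this list also stand in Table 4.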

When we examined genes that have been designated as either epithelial or mesenchymal specific, almost without exception, all epithelial markers were down-regulated and mesenchymal markers up-regulated in pII (Table 4). A number of signalling molecules have been identified as key transcriptional drivers of EMT. Of these, SNAIL1 and 3, TWIST, ELK3 and TCF4 were unaltered whereas SNAIL2 (SLUG), ZEB 1 and ZEB2/SIP were higher in pII and TCF3/ E47/E12, and ELF3 were lower. 

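SNAI2 (SLUG), ZEB1 and ZEB2, repressors of E-cadherin, were at or under background on every MCF7 array and at least 8.66-fold, at least 25.9-fold and at least 3.85-fold higher in pII. ELF3, an ETS factor of epithelial cells, stood at 9.95 ± 0.07 in MCF7 and 5.91 ± 0.10 in pII, at least 13.9-fold lower, and TCF3 fell 1.66-fold, though with a plain identifier it had a log2 change of 0.26 and did not pass (mean ± SD of log2 values, n = 3 arrays each). Among the factors named as unaltered, SNAI3 and TCF4 did not pass the test and were at or under background in both lines, with log2 changes of -0.17 and -0.22. TWIST1 went from 4.04 ± 0.06 to 3.67 ± 0.15, at or under background in both lines (adjusted p = 0.006, limma). SNAI1 was near background in both, at 5.94 ± 0.15 and 6.33 ± 0.14, and just passed the test (adjusted p = 0.0106, limma), though not when the arrays were shifted to their spike-in controls or with the methods' t-test. ELK3 rose from 9.37 ± 0.09 to 12.19 ± 0.03, a log2 change of 2.82 (SE 0.08, adjusted p = 4.00e-10 from limma). The paper's calls for these factors come from these same samples, so their directions are not independent evidence.

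**Figure D2:**
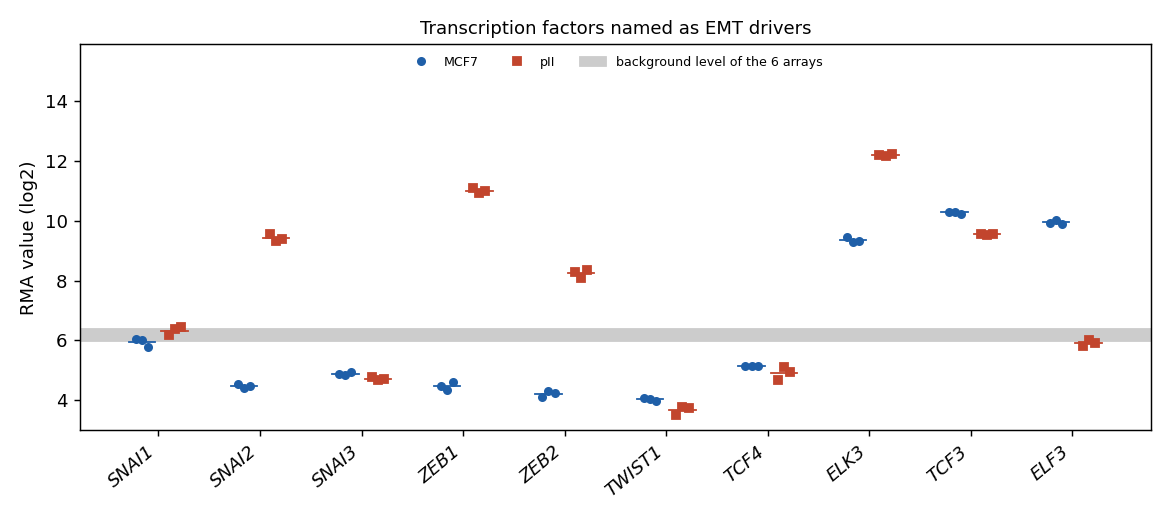
RMA values (log2, y axis) of the transcription factors named as drivers of EMT, each point 1 array, with lines at the means of the 3 MCF7 (circles) and 3 pII (squares) arrays and a grey band over the background levels of the 6 arrays. SNAI2, ZEB1 and ZEB2 lie under the band in MCF7 and above it in pII, and ELK3 lies above it in both lines and higher in pII.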

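MTA3, a subunit of the Mi-2/NuRD histone deacetylase complex, stood at 10.15 ± 0.05 in MCF7 and 8.63 ± 0.09 in pII (mean ± SD of log2 values, n = 3 arrays each), a log2 change of -1.52 (SE 0.08, adjusted p = 5.94e-08 from limma). GATA3, a transcription factor of luminal breast cells, stood at 13.89 ± 0.02 and 8.21 ± 0.09, a fall of 51.3-fold (log2 change -5.68, SE 0.08, adjusted p = 4.63e-12 from limma). For both genes the 3 pII arrays lay under the 3 MCF7 arrays.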

The ER induced inhibitor of SNAIL1, MTA3, and GATA3, which inhibits breast cancer metastasis through the reversal of EMT [9], were also significantly lower.

**Table 1:** Peptide growth factor/receptor genes associated with endocrine resistance.

*Up regulated in pII*	*Down regulated in pII*
FGFR1, FGF1,5,13, EGFR, TGFα	FGFR2, 3, 4, FGF12, TGFβ3
TGFβ1, 2, TGFβR1, 2, 3	ERBB2, ERBB3, ERBB4
PDGFA, PDGFC, PDGFD	
VEGFA, VEGFC, HBEGF, CTGF	

**Table 2:** Luminal and basal markers.

***Luminal markers*** *	GATA3, XBP1, PRLR, MAPT, TIFF1, 3
***Basal Markers*** ^**+**^	EGFR, LYN, CAV1,2, MSN, ETS1, CD44,5
	AnnexinA1, WNT 5A, 5B, LAMC2

*downregulated in pII, +upregulated in pII.

**Table 3:** Genes associated with invasion and metastasis.

*Up-regulated in pII*	*Down-regulated in pII*
CDH12, FN1, TNC	CDH1,3, F11R, DSC2, DSP
WNT3, 5A,5B, JAG1, CAV1,2. SMAD 3,4	NOTCH3, SMAD 1,6
CALB2, ZEB1, EREG,TMEFF1, UGT8	MAN1A1, CLN8, TFF1
	KRT7, NEDD9
AKT2,3, CNK1, AXL, MSN, MAP1B	
PLEK2, MAP4	
VIM, CXCL1, TIMPs 1,2,3,4, SERPINE1	CXCR4, LY6E, BMP7
COX2, SAT, CALD1, RGS2, CAPG	HOX, HIST1H4

**Table 4:** Epithelial and mesenchymal markers.

Functional class	*Epithelial markers	^+^Mesenchymal markers
***Membrane glycosylated phosphoprotein***	MUC1	MUC15
***Matrix metalloproteinases***	MMPs9,15,17,24	MMPs1,14
***Cell cycle molecules***	Cyclin M1, M4	CyclinsA1, D2, E2
***Membrane proteins***	CD24, 42	CD44,59,68,73,99
***Cytoskeleton proteins***	Keratin 7,8,15,18, 19	VIM
***Adhesion molecules***	CDH 1,3,5,9,10,11,13,14,16,19	CDH4,8, 11, 12
	Protocadherins1,5,8–10,13,14,16,19	Pro-cadherin 7,18,20
	Annexin A9, Catenin, ICAM3	Annexin A1, ICAM1,2
	CLDN3,4,23 DSP, OCLN, TJP3	NCAM2, LOXL2
	GJB3, JPH3, JUP, SELL	Integrin α3, β1
		FN1,FLNC
***Collagen family***		Col 4A1,5A1,6A1,7A1
		12A1,13A1,4A5
		4A6,4A2,6A2,9A2
***Transcription factors***		GATA3, XBP1
***Heat shock protein***	HSP90AA1	HSPA1A
***Matrix associated protein***		SPARC
***Membrane receptors***	PRLR	
***Secretory molecules***	EDN1	
***Other***		PLAU, PLAUR, SMA

*Downregulated in pII, ^+^upregulated in pII.

### Gene expression analysis by realtime PCR

To validate the microarray data, relative levels of 12 randomly selected genes in the MCF7 and pII derived cDNA preparations were measured by realtime Taqman PCR amplification [data not shown]; in all cases the results correlated precisely. Amplifications were also performed with a further 8 genes; ER, keratin 19, E-cadherin, N-cadherin, fibronectin, vimentin, CD68 and PLAU for MCF7, pII and MDA231 cells (Fig. S3) confirming a clear division between epithelial and mesenchymal marker expression. Whereas MCF7 showed high expression of ER, keratin 19 and E-cadherin, the others were all greatly reduced. The reverse was observed for both pII and MDA231 cells.

### Timescale of EMT

The data presented here was obtained with pII cells that had been passaged in excess of 15 times following initial cloning. To determine how quickly after ER silencing the changes actually occurred, new transfections of MCF7 cells were performed using ER targeting shRNA cloned into pSingle-pTs vector and two adjacently growing transformants that displayed morphology similar to MCF7 and pII (Fig. 8 inset) were cloned and examined within 3 passages of selection. Expression of the gene set described previously was assessed by realtime PCR. The data in Fig. 8 shows that the MCF7-like clone had failed to down-regulate ER and exhibited a profile similar to the parental line whereas the one resembling pII exhibited almost complete loss of ER and developed the ‘EMT signature’ pattern.

**Figure 8:**
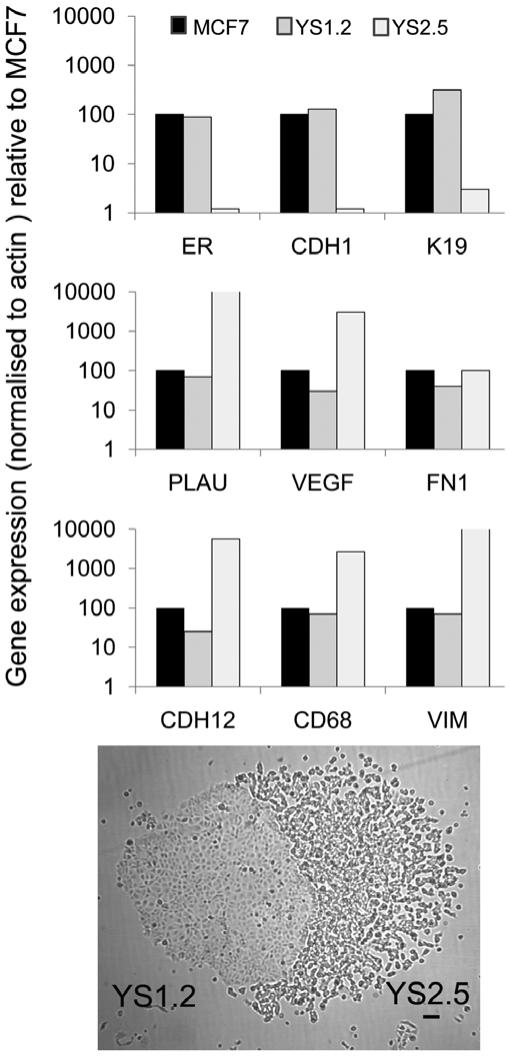
Realtime PCR analysis of epithelial and mesenchymal markers in MCF7, YS1.2 and YS2.5 cells. Extracted RNA was converted to cDNA and amplified using the Taqman procedure as described in Methods. Histograms represent means of duplicate determinations. Similar results were obtained in two separate experiments. Expression was normalized to the level found in MCF7 cells (arbitrarily fixed as 100), with β actin used as an internal control. Photomicrograph shows the morphology of the two original adjacent G418 resistant colonies from which YS1.2 and YS2.5 were cloned. Scale bar represents 100 µm.

## Discussion

In this study we show that ER+ve MCF7 breast cancer cells that have undergone enforced long term ER deprivation by siRNA silencing (pII cell line), and acquired an endocrine resistant state [30] with loss of estrogen regulated gene expression, display a new phenotype that has features distinctly reminiscent of mesenchymal cells. They have a faster growth rate, changed morphological appearance with loss of intercellular adhesion and cytoskeletal redistribution that promotes increased locomotive activity and interaction with the ECM. 

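CAPG, an actin capping protein of the gelsolin family, stood at 7.30 ± 0.05 in MCF7 and 11.92 ± 0.11 in pII (mean ± SD of log2 values, n = 3 arrays each). It rose 24.7-fold (adjusted p = 1.85e-11, limma).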

Elevated CAPG is consistent with loss of aggregation, invasion and motility observed with its down-regulation in ER-ve MDA231 cells [43]. Ingenuity Pathway Analysis of the Affymetrix screen data showed increased expression of many genes whose products are involved in cell motility and in cell-cell interactions located both within the cytoplasm and also extracellularly (Figs. S1 and S2) indicating the network of underlying molecular processes permitting pII cells to penetrate simulated components of the ECM similarly to MDA231 (described as a mesenchymal cell; [35]) that are not operative in MCF7. pII resemble basal-like metaplastic and claudin/occludin-low tumour subtypes, with loss of luminal cell markers (Table 2), that have the propensity for inter-cellular detachment by ‘cadherin switching’ [13], [44] from E-cadherin to N-cadherin, degradation of the basement membrane through the action of various metalloproteinases and molecules listed in Table 3 and establishment of connections with elevated collagen components of the ECM in order to crawl into and through it into the vasculature. Cancers undergoing EMT display cell intermediate filament status changes from a keratin rich network connected to adherens junctions and hemidesmosomes to a vimentin base connecting a focal adhesion [22]. Vimentin is expressed at sites of elongation suggesting its putative role in facilitating migration as demonstrated with pII cells. Its expression also correlates with cell migration, invasion and EMT induction in several breast cancer cell lines in association with other mesenchymal markers such as fibronectin and tenascin C [10], [31] both of which were highly up-regulated in pII, with accompanying loss of cytokeratins and the classic epithelial marker, MUC1. Over-expressed basal markers CAV 1 and 2 are key molecules for cell migration involved in plasma membrane dynamics and cellular trafficking [45].

Mitogenic signals through EGFR [46], IGFR [47] and FGFR1 [48] are implicated in tamoxifen resistance and correlated with invasiveness. We observed increased expression of EGFR, FGFR1 and TGFβR1, 2 and 3 as well as several growth factor ligands including TGFα, TGFβ and several FGFs, PDGFs and VEGFs as well as WNT genes (Table 1) that control signalling through the RAS, SRC, PI3K and SMAD pathways, which are all implicated in EMT. TGFβ1 binding to heterodimeric complexes of TGFβR1 and 2 can mediate phosphorylation of SMAD 2 and 3 which in conjunction with SMAD 4 translocates to promoters such as SP1 that regulates SNAIL1 [49], [50] and interacts with other transcription factors, co-activators and co-repressors to suppress epithelial genes and promote expression of mesenchymal proteins [51]. Non-SMAD signaling through activation of ERK MAPK, RHO GTPases, and PI3K/AKT has also been implicated in TGF-beta-induced EMT [52]. Annexin A1 can also increase cell scattering and SMAD 3/4 transcriptional reporter activity and actin reorganization, which facilitates an EMT-like switch [53].

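GSC (goosecoid) and FOXC2 were at or under background on every array of both lines. GSC read 5.78 ± 0.17 in MCF7 and 4.69 ± 0.08 in pII (mean ± SD of log2 values, n = 3 arrays each), a log2 change of -1.09 (adjusted p = 4.02e-06, limma), and FOXC2 read 5.42 ± 0.05 and 5.25 ± 0.03, a log2 change of -0.17 (adjusted p = 0.0781, limma). No fold is given where both lines are at or under background.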

pII have high expression of other transcriptional repressors of E-cadherin [17] that include SNAIL2, ZEB1 and ZEB2/SIP, which also indirectly promotes vimentin expression [54] as well as GOOSECOID and FOXC2 [55], [56]. 

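CD44, the hyaluronan receptor, rose from 11.35 ± 0.04 in MCF7 to 13.62 ± 0.06 in pII (mean ± SD of log2 values, n = 3 arrays each), which is 4.85-fold, while CD24, a mucin-like surface protein, fell from 13.92 ± 0.02 to 7.21 ± 0.13, which is 105-fold (adjusted p = 1.58e-09 and 3.51e-12, limma). MSN, moesin, which links the membrane to actin, was at least 80.1-fold higher.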

Another up-regulated marker is CD44, a β-catenin/TCF/LEF-1 target and a cell surface adhesion molecule involved in cell-cell and cell-matrix interactions, in association with simultaneous CD24 down-regulation. Tumours with a CD44+/CD24- phenotype are highly invasive [57] with targeted reduction of CD44 markedly reducing malignant characteristics of tumours *in vivo*. MSN anchors CD44 and is included in a gene expression signature associated with cell motility and invasion [35].

MTA3 is a subunit of the Mi-2/NuRD histone deacetylase complex [58] which is a key component of an ER dependent pathway that is responsible for the suppression of SNAIL. The loss of ER function and hence decreased MTA3 in pII cells would lead to de-repression of SNAIL transcription, cadherin switching and progression towards EMT. Immunoreactivity for MTA3 also correlated with ER-ve status of breast tumours and lack of E-cadherin. Depletion of MTA3 does not however appear to affect SNAIL2 which in contrast to SNAIL was over-expressed in pII. It is therefore not clear to what extent the loss of MTA3 contributes to EMT in these cells. Interestingly, ligand-activated ER can mediate transcriptional repression of SNAIL2; an effect that could be reversed by ER silencing in MCF7 [59]. Moreover, Hugo and colleagues [60] conclude in a review on the role of EMT in cancer progression that there is more evidence to support a role for TWIST and SNAIL2 in the mesenchymal phenotype than SNAIL 1.

All of our data are consistent with the observation that loss of ER in MCF7 cells drives them towards EMT. The pII cells have acquired characteristics very similar to those exhibited by the MDA231 cells that were originally isolated from a *de novo* ER –ve tumour. The key players that have been identified as either promoted or suppressed during EMT are frequently similar to those described for endocrine resistant cells. It is also clear that a large number of diverse signalling pathways are involved in both processes. Their relative importance remains to be determined, as does the temporal sequence of events. Our initial notion that loss of ER would lead to a gradual adaptation into an estrogen independent phenotype, as appears to be the case with most endocrine resistant cell models described in the literature, led us to examine these cells only after continuous propagation over many cell divisions to ensure their stability. That both endocrine independence and EMT can in fact occur quite rapidly following ER silencing is indicated very clearly by the preliminary analysis of the more recent transfectants YS1.2 and YS2.5 that shows acquisition of our ‘EMT signature’ is actually acquired very soon after stable selection.

In summary our data point to the conversion of MCF7 cells into an endocrine resistant state triggered by the functional loss of ER, which directly and swiftly initiates a complex series of processes that lead to EMT, resulting in an aggressive re-orientated and highly metastatic cell. Recognition of the link between these processes is already leading to exploration of newer intervention strategies [61] to address the clinical issue of endocrine resistance. A recent review [62] discusses the growing, often circumstantial evidence that breast cancer metastasis may be regarded as a specific form of EMT.

## Supporting Information

Figure S1 **A molecular interaction node depicted by Ingenuity Pathway Analysis centered on molecules involved in cell to cell interaction and subdivided into cellular component/location.** The nodal relationships are shown by solid lines indicating direct known interactions and dashed lines for indirect interactions. Additionally, the shape of each node indicates the molecular class. Red nodes indicate overexpression in pII cells and green nodes underexpressed transcripts, with un-coloured nodes as unaltered expression.
(TIF)

Figure S2 **A molecular interaction node depicted by Ingenuity Pathway Analysis centered on molecules involved in cellular motility and subdivided into cellular component/location.** The nodal relationships are shown by solid lines indicating direct known interactions and dashed lines for indirect interactions. Additionally, the shape of each node indicates the molecular class. Red nodes indicate overexpression in pII cells and green nodes underexpressed transcripts, with uncoloured nodes as unaltered expression.
(TIF)

Figure S3 **Realtime RT-PCR analysis of epithelial [ER, CDH1, K19] and mesenchymal (PLAU, VIM, CDH12, CD68, FN1 and VEGF) markers in MCF7, pII and MDA231 cells.** Extracted RNA was converted to cDNA and amplified using Taqman procedures as described in Methods. Expression was normalized to the ΔΔCt value for MCF-7 cells, with β actin used as an internal control. Data is expressed as a fold change from MCF7 which was arbitrarily fixed at 100. Histobars represent means of duplicate determinations. Similar results were observed in two separate experiments.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

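RNA of the breast cancer line MCF7 and of pII, the ER silenced line derived from it, was measured on 6 Affymetrix U133 plus 2.0 arrays, 3 per line. The paper describes an array grade RNA kit and the labels Trizol extraction; both are given here because they differ. The authors processed the scanner files with RMA background correction, quantile normalisation and a GC content adjustment in Partek 6.5 (named in the methods and in the submitters' processing notes) and deposited log2 values, 1 per probe set and array, with no detection call. Nothing that uses the scanner files was repeated. A genome build is not given in the sources used here and no coordinate is printed. All 6 arrays were used, and 0 columns of per-sample values were left unused.

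Of the 54675 probe sets, 41097 carry 1 gene symbol in the platform annotation, 1801 several and 11777 are not listed there; the symbols of 41043 were looked up through the gene number with a table of assembly GRCh38.p14, used only for names and for which genes neighbour each other. No gene was named from a probe set with several symbols, so some genes of the paper's tables were not analysed here.

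In R 4.3.3 with limma 3.58.1, lmFit and eBayes were run on the deposited log2 values for pII minus MCF7 over 54613 probe sets, with Benjamini-Hochberg adjustment and a threshold of 0.05, and without a filter. At adjusted p under 0.05, 12653 probe sets were higher and 13395 lower. A gene's representative was the probe set with the highest mean over the 6 arrays. The background level was, per array, the 95th percentile of 191 probe sets of genes that breast cells do not use, of which 15 passed the test. 7657 genes were at or under it on all arrays of both lines. The precision of every value is limited by 3 arrays per line.

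Lists of genes came from the paper's tables and text (14, whose directions in the paper come from these samples) or were written from textbook knowledge before the data were examined (29). Several of the 29 share members with the paper's lists. For each, the members higher, lower and not passing were counted, over all probe sets and adjusted over the list alone, and the 29 lists were also tested with camera (preset correlation 0.01), with an estimated correlation and with fry. The genes named in the text are ESR1 and every gene of the paper's lists, the 10 largest rises and the 10 largest falls among genes past the threshold with non-overlapping lines and above background in the higher line, up to 4 members of each list of the 29 by size of change, the control genes ACTB, GAPDH, B2M, HPRT1, TBP, GUSB, PPIA, YWHAZ, PGK1, SDHA and POLR2A, and CDKN2A, CDKN2B and MTAP. Any other named gene was chosen after its values were seen.

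The model and the list test were tested on simulated data drawn from the means and SDs of the 54613 probe sets with a known change: 89.6% of 67 changed by 1 on the log2 scale, 98.5% of 66 changed by 1.58 and 37.3% of 67 changed by 0.5 were recovered, with 5 false calls. The noise was drawn independently for each probe set, and only a few, brighter probe sets were changed. So this does not test camera under correlation between genes, calls near background, or data with as many changes as these. The ANOVA p value that the paper names for the arrays is, for 2 groups, that of an equal-variance comparison of means and is called the methods' t-test. The alternatives tried, set before the data were examined, were 5 other normalizations, 2 filters, the methods' t-test, another eBayes setting, the replicate number as a block, each array left out in turn, 2 other ways to go from probe sets to genes and, for counts, other thresholds.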

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

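The tests of the 7 genes nearest to estrogen regulation, of CDKN2A and MTAP, of the third MCF7 array's genes abundant in pII and of a single share of pII RNA were chosen after the result was seen, and the reading of the correlation across genes was changed after it was seen.

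Genes and lists below moved in pII against MCF7 and are not discussed in the paper, though some members of the lists stand in its tables. PLS3, BCAT1, IL13RA2, SRGN, GPX1, EMP1, ADAMTS6 and LDHB rose by 8.57, 8.32, 8.20, 7.97, 7.86, 7.79, 7.68 and 7.67 on the log2 scale, and DSCAM-AS1, MAL2, AGR2, SULF2, ABAT and CLIC3 changed by -8.77, -8.65, -7.74, -7.57, -7.50 and -7.11; all were at or under background in the lower line, LDHB on MCF7 replicates 1 and 2 and the others on every array, so these are fitted values and not bounds. Without MCF7 replicate 3 the changes of SRGN and LDHB were 8.58 and 8.18.

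Targets of the ERK MAPK pathway were higher, 14 of 17 with a median log2 change of 3.73 (3.30 with genes at or under background at their bound, or at 0 where there is none), with FOSL1 at least 55.8-fold, HMGA2 at least 15.5-fold and DUSP6 29-fold higher and EGR1 lower (limma's camera adjusted p = 5.38e-09, and 0.0282 with an estimated correlation). Targets of YAP and TAZ were higher, 15 of 15 with a median of 1.85 (adjusted p = 1.35e-09 by limma's camera, 0.0592 with an estimated correlation). This list shares AXL, CCN2, TGFB2 and NT5E with the paper's tables, whose directions come from these same samples. At or under background in both lines was 1 of the 15. The 22 cytokines described beside Fig. S1, CXCL1 of Table 3 among them, had a median of 1.99 (1.10 at the bounds). Genes of the interferon response had 15 higher and 4 lower of 24, with a median of 0.76, or 0.26 at the bounds (adjusted p = 5.67e-05 by limma's camera, 0.0526 with an estimated correlation). Of the 15, 13 were above background on a pII array, and 5 of the 24 were at or under background in both lines. IFI44 was at least 6.07-fold and PSMB9, an immunoproteasome subunit, at least 8.3-fold higher. Genes of cholesterol synthesis had 12 of 15 lower with a median of -0.86; SQLE, HMGCS1 and IDI1 fell 10.3-fold, 6.23-fold and 5.68-fold (adjusted p = 0.0015 by limma's camera, 0.0594 with an estimated correlation). Genes of glycolysis had 10 higher and 3 lower of 18 with a median of 0.26, led by LDHB, ENO2 (9.48-fold) and SLC2A1 (4.93-fold), and 5 higher when the arrays were shifted to their spike-in controls (adjusted p = 0.00695 by limma's camera, 0.308 with an estimated correlation). Adjusted over the list alone by limma, 14 targets of ERK, 15 of YAP and TAZ, 15 interferon and 11 glycolysis genes were higher, and 12 cholesterol genes, 19 genes of 17q23 and 16 of 20q13 were lower.

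The first pattern is that genes of the regions 17q23 and 20q13, which are gained in MCF7, were lower in pII: of 23 genes of 17q23 19 were lower and 0 higher, with a median log2 change of -1.36 (adjusted p = 2.32e-07 by limma's camera, 0.171 with an estimated correlation), among them TBX2 at least 21.2-fold, BCAS3 13.8-fold and RPS6KB1 9.93-fold lower; of 28 genes of 20q13 16 were lower and 5 higher, with a median of -0.77, or -0.48 at the bounds (adjusted p = 0.0156, 0.228 with an estimated correlation and 0.0784 over probe sets with a mean above background). Loss of estrogen-induced transcription of TBX2, SULF2, PREX1, BCAS1, CYP24A1, BRIP1 and VMP1 alone is argued against by the other members. Of these 44 measured, 28 were lower, which is 63.6%, against 30.4% of all measured genes. The 2 shares are not alike, which widens the gap. At or under background in both lines were 7657 of all 19775 genes, but 2 of 23 genes of 17q23 and 2 of 28 of 20q13. A share over expressed genes alone is not given here. The test set for the explanation by those 7 genes could not come out otherwise and adds nothing to these counts. With 35 of all 51 lower, leaving out any 7 gives at least 63.6%. Loss of estrogen-induced transcription of further members was not tested. A candidate explanation is a difference in chromosome copy number between the arrayed cells: over 11714 genes in the order of the genome, 462 of 11274 windows of 21 neighbouring genes had a median more than 1 (log2) from the median of all, against at most 28 in 1000 shuffled orders, with runs of low windows around TMPRSS2, AHNAK2, SPPL2A, GTF2I and BCAS3 and of high windows around MED19 and PIGK. The 462 windows overlap and form 34 runs. The run around BCAS3 in 17q23 held 25 windows, with a strongest median of -1.57. That around ZFP64 in 20q13 held only 3, with -1.08, just past the cut, so the scan bears less on 20q13. Neighbouring genes can also share regulation, which shuffling does not keep, so this does not show copy number, and a derivative of MCF7 that lost or gained regions and another line in its place stay open: 0 of CDKN2A and MTAP, deleted in MCF7, were above background on every pII array, which a line lacking them too would also give. CDKN2A was above background on 1 pII array, at 6.06 on average in pII and 6.03 in MCF7, and the test first counted any pII array, which gave 1 and counted for another line, and was changed to every array after that was seen. CDKN2B, deleted in MCF7 too by common accounts, was above background on 3 MCF7 arrays and 0 pII arrays at its brighter probe set. Its means there were 6.55 and 3.92, which limits what these genes can say about the origin of the cells.

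The second pattern is that MCF7 replicate 3 read higher than the other MCF7 arrays for genes abundant in pII, among them SRGN (6.18 against 4.30 and 4.39) and LDHB (6.96 against 5.47 and 5.34). A shift of the whole array cannot be judged from these values, because quantile normalisation evens one out beforehand. Genes at or under background in both lines had a median excess of 0.021, but they were chosen as dim on replicate 3 too, which limits it. The median excess was 0.37 for the 51 genes at or under background on MCF7 replicates 1 and 2 with a pII mean over 11. Of these 51, 92.2% were higher on replicate 3 than on both others, which a small share of pII RNA or cells may give. A single share large enough for VIM and AXL, whose excess was 1.53% and 1.54% of the pII level, is argued against, since the median excess over the 20 genes above background on MCF7 replicates 1 and 2 and over 16-fold higher in pII was 0.161% and ANXA1, CAPG and LOXL2 had none, though MT1E, F3 and CCN1 had 1.18%, 1.03% and 0.899% and 60% of the 20 were higher on replicate 3 than on both others. Whether the MCF7 cells of that sample expressed some of these genes cannot be told apart from it: the correlation across 1259 genes of the excess with the pII level was 0.0337, over genes mostly near background, where noise hides a relation; by the bound of 0.3 set before, it would have counted for such expression.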

How the results depend on the processing

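The alternatives were set before the data were examined, except that leaving out MCF7 replicate 3 was singled out afterwards. The number of changed probe sets, 26048, was 17360 over the 22303 probe sets with a mean above background (8664 lower in pII, against 13395), a filter that tests fewer probe sets, and within 1.5 times of the main value under every other alternative. At the paper's thresholds the 2289 genes (1119 higher, 1170 lower) became 1315 (596 and 719) with the methods' t-test, and 4160 (1919 and 2241) at a fold of at least 2; with adjusted p under 0.05 in place of the p threshold they were 2297, and 2295 with the methods' t-test, so the counts of the 2 tests part at the p threshold. Without 1 array at a time the counts were 23666 to 26523 probe sets, 2271 to 2304 genes at the paper's thresholds (1092 to 1144 higher and 1156 to 1189 lower), 164 to 169 of the paper's list entries past the threshold in the listed direction (main 166) and 19 to 20 lists past camera's threshold; without MCF7 replicate 3 they were 23754, 2304, 164 and 20. ESR1 stayed lower and past the threshold under all alternatives, from -7.97 to -1.62 on the log2 scale, the last with the mean of its 9 probe sets.

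Of 29 lists 19 passed camera with the preset correlation, 4 with an estimated correlation (estrogen response, epithelial state, actin and motility, ERK output) and 27 by fry, which does not compare a list with other genes; camera was not run with the methods' t-test. Whether the replicate numbers pair the arrays cannot be told from 3 arrays per line. Same-numbered arrays correlated in their deviations from the mean of their line at 0.120, 0.0723 and 0.00054 across probe sets. Arrays of different numbers correlated from -0.203 (MCF7 replicate 1 with pII replicate 2) to 0.137 (MCF7 replicate 3 with pII replicate 2). With the replicate number as a block, 25876 probe sets and 2296 genes passed and among 281 named genes other than ESR1 PPIA alone lost its call. Shifting the arrays to the spike-in controls moved the median of all probe sets from -0.04 to -0.18 and the share of changed probe sets that are higher from 48.6% to 39.3%; shifting to ACTB gave 55.0%. Quantile normalizing again moved no value by more than 0.08.

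Among named genes that passed in the main model or under an alternative, directions turned only with the choice of probe set. With plain identifiers the log2 changes were 0.36 for TGFBR1, 1.49 for AKT2, 0.026 for SMAD6, -0.17 for KRT7, -0.10 for ITGB1, 0.26 for TCF3, -0.10 for HOXD1, -1.69 for BIRC5 and -0.078 for TAGLN. With the mean of a gene's probe sets they were 0.61 for TGFBR1, 0.41 for AKT2, -0.038 for KRT7, -1.59 for NCAM2 and -0.15 for HOXB5. The cause of these was not tested. Of the other comparisons of a named gene with an alternative, 39 lost and 39 gained a call and 4860 kept their call or its absence. Where a gene passed in neither, its direction was not compared. Splitting the 6 arrays in 10 ways into 3 and 3 gave 26048 changed probe sets for the real split, 1 of 10, and at most 0 for the other splits, which are too few for a share under 0.05. Signal limits what can be said of 7657 genes at or under background in both lines.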

Differences from the paper's values

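The number of genes changed at least 3-fold at p under 1e-05, 2289 with 1119 higher, is within 1.5 times the paper's 2500 with approximately 1270 higher. With the methods' t-test it was 1315 with 596 higher, more than 1.5 times below, and at a fold of at least 2 it was 4160 with 1919 higher. The paper's 2500 are identifiable unique sequences, a unit that need not be 1 per gene. Counted as probe sets, annotated or not, 2151 passed with the methods' t-test and 4604 with limma. So the unit bears on this comparison.

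The paper names ELK3 as unaltered; it rose with a log2 change of 2.82 (adjusted p = 4.00e-10, limma) and 2.21 at its other probe set, and rose under every alternative. SNAI1, also named so, had 0.38 (adjusted p = 0.0106, limma) and did not pass with the shift to the spike-in controls or with the methods' t-test, and TWIST1 had -0.37, at or under background in both lines. At the paper's thresholds of p and fold, 1 of the 5 factors named as unaltered was higher, ELK3, and 0 were lower. SNAI3 and TCF4 did not pass, but SNAI3 did with the methods' t-test and with the mean of its probe sets, and TCF4 did without pII replicate 2. The paper names GSC and FOXC2 as high in pII; both were at or under background in both lines, with log2 changes of -1.09 and -0.17. SNAI2, ZEB1, ZEB2, TCF3, ELF3, MTA3 and GATA3 moved as the paper states, though TCF3 did not pass with plain identifiers.

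In Table 1, 16 of 18 measured genes listed as higher and 7 of 8 listed as lower moved as listed. TGFB1 had -0.25 and did not pass, and it was lower and passed with the shift to the spike-in controls; TGFBR1 had -0.20 and did not pass, was lower and passed under 5 alternatives, but was higher with plain identifiers (0.36) and with the mean of its probe sets (0.61). FGFR2, with -0.23, was lower and passed with plain identifiers (-0.41) and with the mean (-0.65).

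In Table 3, 28 of 32 and 14 of 15 moved as listed, and 26 of 32 and 11 of 15 at the paper's thresholds of p and fold. CNKSR1, TIMP3 and SAT1, listed as higher, had -1.53, -1.63 and -1.29 and were lower under every alternative; the value of CNKSR1 is a fitted one, with 2 pII arrays at or under background. AKT2 had -0.30, which did not pass under 3 alternatives, and was higher with plain identifiers (1.49) and with the mean of its probe sets (0.41). KRT7, listed as lower in Tables 3 and 4, had 1.14, and with plain identifiers (-0.17) and with the mean (-0.04) it did not pass. The HOX genes are named as lower; 9 of 28 measured were lower, 4 higher and 15 did not pass. The paper names N-cadherin as higher and writes it CDH12. On the arrays CDH12 passed at a level at or under background in both lines, and CDH2 did not pass, with -0.07. The paper also reports N-cadherin by realtime PCR, low in MCF7 and raised in pII, which the arrays do not test.

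In Table 4, 33 of 39 measured epithelial and 32 of 41 measured mesenchymal markers moved as listed, with CDH11 counted in both columns; CD42, catenin and 4 protocadherins were not analysed here. The lists used elsewhere leave out CDH11 and, as mesenchymal, GATA3 and XBP1. In those lists 25 of 38 epithelial and 26 of 38 mesenchymal markers moved as listed at the paper's thresholds of p and fold. CDH5, CDH10, CDH16 and CDH19, listed as epithelial, were at or under background in both lines and did not pass. MMP24, listed so too, rose with 1.68, a fitted value, at or under background in MCF7. CD99, CDH8, PCDH18, NCAM2 and ACTA2, listed as higher, had -0.13, -0.04, -0.20, 0.00 and 0.08 and did not pass; 3 of them passed as lower under an alternative, NCAM2 and CD99 with the mean of their probe sets (-1.59 and -0.21), and PCDH18 with the shift to the same 75th percentile (-0.24) and without pII replicate 1 (-0.25). PCDH7, with 0.16, passed as higher without pII replicate 1 (0.26) and with the mean (0.47). GATA3 and XBP1 stand among the mesenchymal markers of Table 4 and among the lowered luminal markers of Table 2; both fell, with -5.68 and -2.16. CDH11 stands in both columns and had -3.35, a fitted value, at or under background in pII.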

Other observations

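Most markers of other cell types did not pass the test. Of 12 fibroblast markers 2 were higher (PDGFRB and FBLN1), 1 lower (OGN) and 9 did not pass, and 11 were at or under background in both lines; PDGFRB and FBLN1 lost their calls when the arrays were shifted to the spike-in controls. Of 10 endothelial markers 1 was higher (ESAM) and 4 lower (ERG, EMCN, KDR and VWF), of 9 leukocyte markers 1 was higher (HLA-DRA), and of 8 myoepithelial markers 2 were higher (MYLK and TAGLN, the second with -0.078 and not passing with a plain identifier) and 1 lower (OXTR, at or under background in both lines). With limma adjusted over the list alone, 2, 1, 1 and 2 were higher and 1, 4, 0 and 1 lower. By limma's camera their adjusted p were 0.928, 0.386, 0.483 and 0.309.

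Of 11 genes used as internal controls, 3 were higher (B2M, HPRT1 and PGK1), 4 lower (GUSB, SDHA, POLR2A and PPIA) and 4 did not pass, with a median log2 change of 0.04 (camera adjusted p = 0.705, and 4 higher and 4 lower adjusted over the list alone); with the shift to ACTB 5 were higher and 3 lower, and with the shift to the spike-in controls 2 and 3, with a median of -0.10. ACTB, the control of the paper's realtime PCR, had a log2 change of -0.06 (adjusted p = 0.554, limma). CDKN2B, deleted in MCF7 by common accounts, read 6.55 ± 0.09 in MCF7 and 3.92 ± 0.03 in pII at its brighter probe set, above background on every MCF7 array, and its other probe set was at or under background in both lines. Of the 3 measured genes of that list 1 was lower (camera adjusted p = 0.397).

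Of the genes the paper measured by realtime PCR, the arrays gave ESR1 -7.83, KRT19 -4.26, CDH1 -8.42, FN1 2.85, VIM 6.63, PLAU 7.00 and VEGFA 2.49 (log2 change, pII minus MCF7); those of ESR1, CDH1 and PLAU are fitted values, at or under background in the lower line. For N-cadherin they gave 1.95 for CDH12, at or under background in both lines, and -0.07 for CDH2, which did not pass and was also at or under background in both; CD68 was not analysed here.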
